A study of Homo sapiens with 7 samples. Its data were reported in "Thr4 phosphorylation on RNA Pol II occurs at early transcription regulating 3′-end processing" (2024).

How the data were processed

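The deposited data were peak lists of chromatin immunoprecipitation sequencing (ChIP-seq) for the C-terminal domain of RNA polymerase II phosphorylated at threonine 4 of its repeat (pThr4). Chromatin came from HEK293 cells, an established human embryonic kidney cell line. Per the labels, nuclear lysate was divided into matched aliquots that were incubated either with active SCP1, a phosphatase that removes phosphate from serine 5 of the repeat, or with a catalytically inactive SCP1 variant, before precipitation with the pThr4 antibody 6D7 and paired-end sequencing. The groups compared were active SCP1 and inactive SCP1, with 3 biological replicates each. A control precipitation with nonspecific antibody was not analysed here.

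Each deposited list held the peaks of 1 library in the broad-peak layout of the MACS peak caller, so peaks were called per sample and not on pooled reads. For each peak the authors deposited a position, a fold enrichment, a −log10 p-value, a −log10 q-value and a score. The deposited score was 10 times the −log10 q-value with its decimals removed and was not used further. The deposited fold enrichment is a ratio of the library over its background, averaged over the peak by the caller. It describes a peak within its own list and has no common scale across libraries of unknown depth. Across lists it entered as summaries of each list (medians and ratios within a list), in the ranking of the named genes by their lowest value over libraries, and in a background count derived from it in the closing section. The lowest deposited −log10 q-value lay just above 1 in each list, which is the value that a q cutoff of 0.1 leaves. The aligner, the version of the caller, the read filters and the control sample are not stated for these libraries. The methods of the study describe libraries treated with a different phosphatase complex, Ssu72 with symplekin, and the title of the series differs from that of the study, so those methods may not describe these lists. They were followed for the promoter window and for the definition of the ratio between gene start and gene end. The lists hold no read counts. Sequencing depth per library is therefore unknown, no interval from counts could be given, and the precision rests on the 3 replicates per group.

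A q cutoff is set within each list. The lowest −log10 p-value of a listed peak therefore differed between libraries, and a list from a library with many enriched places admits weaker peaks. Lists were therefore also compared in 2 other forms. In the first, each list was reduced to its 1163 peaks with the highest −log10 p-values, the length of the shortest list (equal peak number). In the second, peaks with a −log10 p-value of at least 6 were taken from every list (common p cutoff). The first was fixed before the data were examined, and the second was chosen after seeing the data.

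Peak ends lay beyond the chromosome ends of GRCh37 on 7 chromosomes, so the lists use GRCh38. Gene positions were taken from the RefSeq gene table of GRCh38.p14, which holds 59098 genes in the analysis and gives no strand or exons. Strand was taken by gene name and chromosome from GENCODE release 44 as mapped to GRCh37, whose coordinates were not used. A strand was found for 96.5% of 19974 protein-coding genes, 28.6% of 18177 lncRNA genes, 52.7% of 3107 snoRNA and miRNA genes and 66.3% of all genes. A transcription start site (TSS) and a transcription end site (TES) were defined only for genes with a strand. Because under 80% of noncoding genes had a strand, checks at noncoding gene starts would be void, and noncoding genes were counted by any overlap of a peak with the gene. Exons and introns could not be told apart, so the planned exon and intron classes were joined as gene body. No GRCh38 sequence was used here, and GC content was not checked.

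Peaks on chromosomes 1 to 22 and X were analysed. Each peak was given 1 class in the order promoter (within 1000 bp of a TSS), TES (within 1000 bp of a TES), gene body and intergenic, by an overlap of at least 1 bp. Random placement moved the intervals of each list to random places on their chromosomes 100 times and did not avoid assembly gaps. For 18207 protein-coding genes of at least 2000 bp with a strand, the share of genes covered by a peak was computed in 120 bins, 40 each for 2 kb before the TSS, the scaled gene and 2 kb after the TES. The TSS to TES ratio divides the highest bin in the first 50% of the bins by the highest bin in the rest. Regions were the union of the peaks of all 6 lists, joined where they overlapped by at least 1 bp. A consensus region had a peak in at least 2 of the 3 libraries of a group.

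Groups were compared with a two-sided exact permutation test over the 20 assignments of 3 and 3 libraries, which cannot give a p-value under 0.1. The fold enrichment at promoters against gene bodies was tested over 6 libraries with a two-sided exact sign-flip test, whose smallest p-value is 0.03125. This test takes the 6 libraries as independent, which libraries from matched aliquots may not be. Names of peaks carried a run name whose prefix was shared by replicates 1 and 2 of both groups and differed in replicate 3 of both groups. It was treated as a possible batch. Values within batch used replicates 1 and 2, and the batch of replicate 3 held 1 library per group. Genes named in the text followed a rule fixed before the data were examined: the 5 protein-coding genes with the highest minimum fold enrichment over the active libraries among promoters with a peak in all 3 active and no inactive libraries, the 3 such genes at the TES, the 3 highest promoters with a peak in all 6 libraries, and a panel of 8 genes discussed in the study.

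The alternatives were a −log10 q-value of at least 2, equal peak number, all sequences, merging of peaks within 1000 bp, class by midpoint, a promoter window of 3000 bp, TSS and TES of protein-coding genes only, an overlap of at least 50% of the shorter interval, genes of at least 10000 bp, a peak in all 3 libraries, a replicate block and leaving out each library. The common p cutoff, the values within batch, equal peak number for the overlap of libraries and all alternatives of the fold enrichment at the TES were chosen after seeing the data. The code was checked on simulated lists, which tests the counting and not the reliability of the deposited peaks. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.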

Results

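Antibody recognition of pThr4 can be blocked by a phosphate on the neighbouring serine 5 (pSer5) of the same repeat. The design asked which places in the genome hold pThr4 that becomes detectable once pSer5 is removed. The pThr4 ChIP-seq peaks of HEK293 lysate treated with active SCP1 (WT) were therefore compared with those of matched lysate treated with catalytically inactive SCP1. Each group held 3 biological replicates, and each library had its own deposited peak list. The lists give no read counts, so the depth of each library is unknown. With 3 libraries per group the exact permutation test cannot give a p-value under 0.1, so no group difference can pass 0.05 in this test. This limit belongs to the test, and differences were also read against the spread between replicates.

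The number of peaks was higher in every library with active SCP1 than in any library with inactive SCP1. On chromosomes 1 to 22 and X, the active libraries held 12625, 6680 and 36892 peaks in replicates 1, 2 and 3, and the inactive libraries held 2466, 1163 and 2699 peaks. The ratio of geometric means was 7.38, a log2 ratio of 2.88 (exact permutation test, p = 0.1, the smallest possible). Same-numbered libraries differed by 5.12-fold to 13.7-fold. Active replicate 3 held more peaks than the other 2 active libraries together, and without it the log2 ratio was 2.21. Within the batch of replicates 1 and 2 the log2 ratio was 2.44. Peaks covered 24.3 Mb ± 19.9 (SD, n = 3) with active SCP1 and 2.53 Mb ± 1.01 (SD, n = 3) with inactive SCP1, a log2 ratio of 3.03 (exact permutation test, p = 0.1), and 2.60 within the batch of replicates 1 and 2. The mean peak width was 1318 bp ± 43.0 (SD, n = 3) and 1194 bp ± 27.3 (SD, n = 3).

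The lists did not reach down to the same peak strength. The lowest deposited −log10 p-value was 3.46 ± 0.358 (SD, n = 3) with active SCP1 and 4.34 ± 0.222 (SD, n = 3) with inactive SCP1. The median fold enrichment of the listed peaks, the authors' value for each peak, was 3.34 ± 0.213 (SD, n = 3) and 3.86 ± 0.0236 (SD, n = 3). The alternative that moved the peak number most was the common p cutoff, chosen after seeing the data. With a −log10 p-value of at least 6 in every list, 1661, 1228 and 2108 peaks remained with active SCP1 and 818, 556 and 825 with inactive SCP1. The log2 ratio was then 1.17 (exact permutation test, p = 0.1), the lowest among the 6 cutoffs from 5 to 20, over which it ranged from 1.17 to 1.39.

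**Figure D1:**
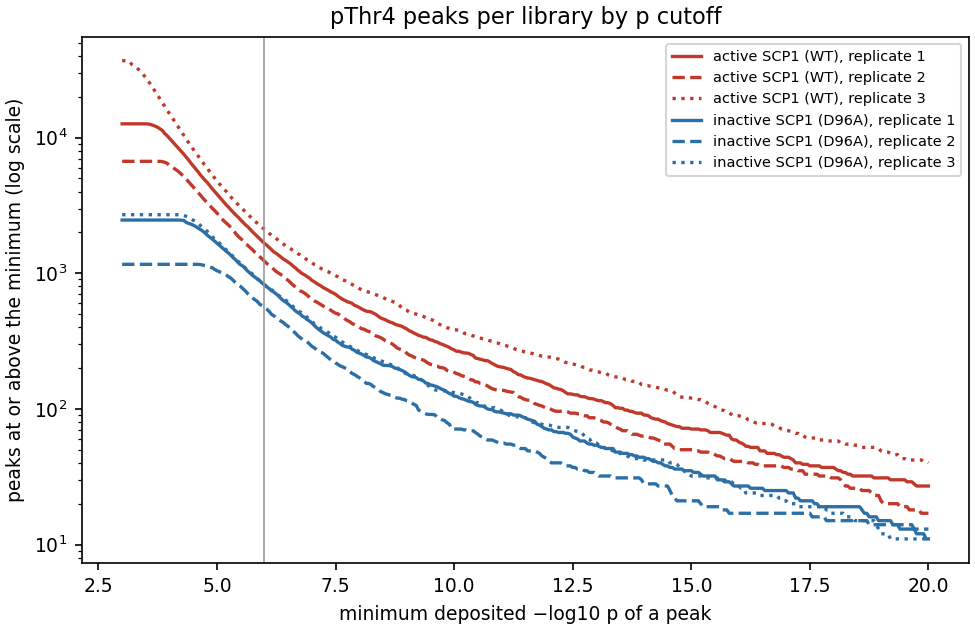
Number of pThr4 peaks (log scale) at or above each deposited −log10 p-value, with 1 line per library, active SCP1 in red and inactive SCP1 in blue. At a value of 6, marked by the vertical line, the active libraries held 1228 to 2108 peaks and the inactive libraries 556 to 825.

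The overlap of libraries depended on its measure. The Jaccard index of covered bases averaged 0.245 over the 3 pairs of active libraries, 0.343 over the 3 pairs of inactive libraries and 0.131 over the 9 pairs across groups. With the equal peak number of 1163, a comparison chosen after seeing the data, these means were 0.441, 0.428 and 0.289. Single pairs departed from the means: active replicate 2 had an index of 0.252 with inactive replicate 1 and 0.261 with inactive replicate 3, but 0.156 with active replicate 3 (0.384, 0.393 and 0.383 with equal peak number). The share of the peaks of the shorter list that overlapped a peak of the longer list was 77.6% to 95.1% in the pairs across groups, 69.3% to 82.2% within the active group and 60.02% to 79.8% within the inactive group.

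The class of each peak was then compared, to ask whether peaks gained with active SCP1 lay at promoters. In the lists as deposited, 13.8% ± 1.63 (SD, n = 3) of peaks with active SCP1 and 19.9% ± 1.43 (SD, n = 3) of peaks with inactive SCP1 lay at promoters, a difference of -6.05 percentage points (exact permutation test, p = 0.1) that was larger than the spread between replicates. Within the batch of replicates 1 and 2 it was -4.86 percentage points. The direction depended on the length of the lists. Among the 1163 strongest peaks of each list, 40.2% ± 4.99 (SD, n = 3) lay at promoters with active SCP1 and 25.8% ± 6.69 (SD, n = 3) with inactive SCP1, a difference of 14.4 percentage points in the opposite direction (exact permutation test, p = 0.1). Lists of equal number differ in strength, since they hold all peaks of inactive replicate 2, down to a −log10 p-value of 4.60, and only the peaks of active replicate 3 above 7.05. They also differ in width, with mean widths of 3428, 2580 and 4534 bp in active replicates 1, 2 and 3 and 1671, 1171 and 1670 bp in the inactive ones. Active peaks were also wider at the common p cutoff. A wider peak meets a promoter window more easily under the 1 bp rule, and class by midpoint was not run on these reduced lists. At the common p cutoff of 6 the shares were 35.2% ± 1.85 (SD, n = 3) and 30.6% ± 4.78 (SD, n = 3), a difference of 4.59 percentage points, and the libraries of the groups overlapped (exact permutation test, p = 0.3). Within same-numbered libraries the share at this cutoff was higher with active SCP1 in each pair. The values were 33.8% against 31.9%, 34.5% against 25.4% and 37.3% against 34.7% in replicates 1, 2 and 3.

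The TES share was lower with active SCP1 under each of these forms. It was 19.97% ± 8.47 (SD, n = 3) against 40.1% ± 4.11 (SD, n = 3) in the lists as deposited, a difference of -20.1 percentage points (exact permutation test, p = 0.1), and -17.1 within the batch of replicates 1 and 2. The difference was -5.10 percentage points with equal peak number and -7.41 at the common p cutoff. Gene bodies held 51.5% ± 6.98 (SD, n = 3) of peaks with active SCP1 and 25.5% ± 3.39 (SD, n = 3) with inactive SCP1. With equal peak number this difference changed direction, to 14.4% ± 1.89 (SD, n = 3) and 18.9% ± 2.33 (SD, n = 3), while at the common p cutoff it kept its direction, with 19.1% ± 1.67 (SD, n = 3) and 14.7% ± 0.546 (SD, n = 3). Intergenic shares were 14.7% ± 3.71 (SD, n = 3) and 14.6% ± 0.715 (SD, n = 3) and did not differ beyond the spread in the lists as deposited. With equal peak number they were 6.45% ± 0.602 (SD, n = 3) and 11.3% ± 3.62 (SD, n = 3) (exact permutation test, p = 0.1), and at the common p cutoff 7.22% ± 0.723 (SD, n = 3) and 8.77% ± 1.95 (SD, n = 3) (exact permutation test, p = 0.3). Against randomly placed intervals, promoter peaks were 2.86 ± 0.279 (SD, n = 3) times as frequent with active SCP1 and 4.12 ± 0.302 (SD, n = 3) times with inactive SCP1. TES peaks were 6.19 ± 2.48 (SD, n = 3) and 12.3 ± 1.57 (SD, n = 3) times as frequent as in random placement, and gene body peaks 0.999 ± 0.135 (SD, n = 3) and 0.491 ± 0.0631 (SD, n = 3) times.

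**Figure D2:**
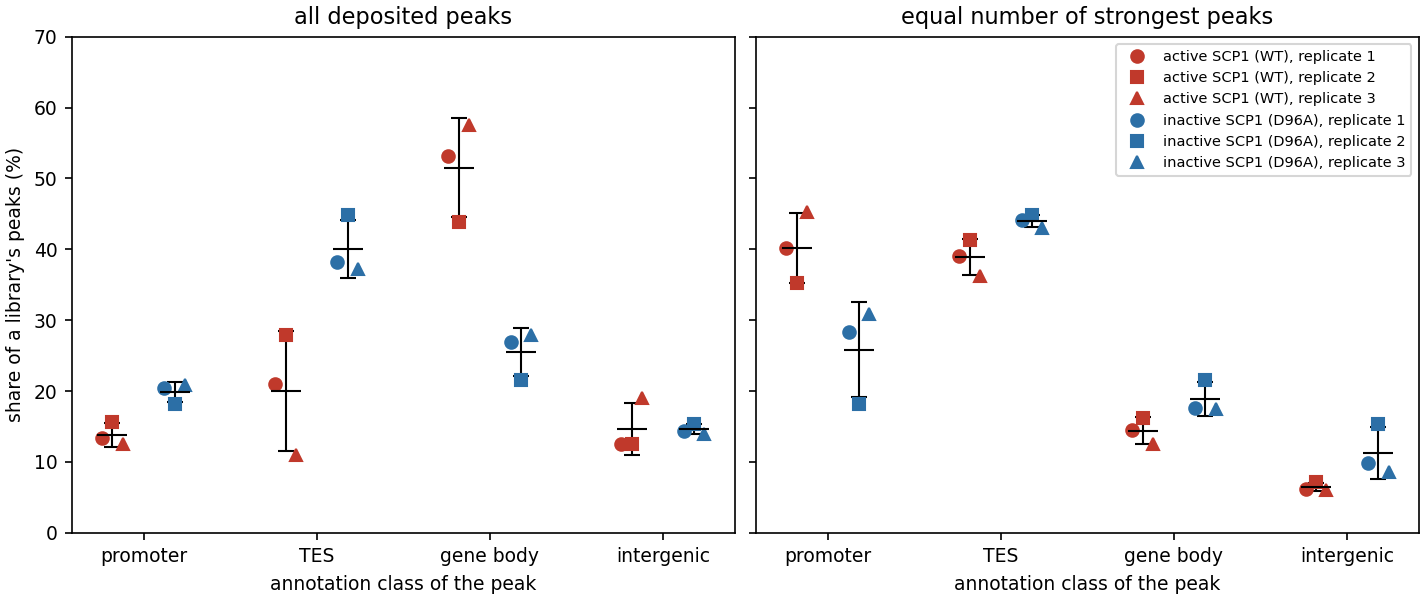
Share of the peaks of each library (%) in 4 annotation classes, for all deposited peaks (left) and for the 1163 strongest peaks of each list (right), with 1 point per library, the mean as a dash and the SD as a bar (n = 3). The promoter share is lower with active SCP1 on the left (13.8% against 19.9%) and higher on the right (40.2% against 25.8%).

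Along protein-coding genes, peak coverage had a narrow maximum at the TSS and a broad, higher maximum 875 to 975 bp after the TES in all 6 libraries. At the TSS maximum, 6.37% ± 4.57 (SD, n = 3) of genes were covered by a peak with active SCP1 and 1.12% ± 0.620 (SD, n = 3) with inactive SCP1. The active mean was raised by replicate 3, with 4.67%, 2.90% and 11.6% in active replicates 1, 2 and 3. At the TES maximum, 14.8% ± 5.83 (SD, n = 3) and 3.85% ± 1.37 (SD, n = 3) were covered. The TSS to TES ratio was 0.397 ± 0.132 (SD, n = 3) with active SCP1 and 0.271 ± 0.0807 (SD, n = 3) with inactive SCP1. The log2 ratio between groups was 0.55, and the groups overlapped (exact permutation test, p = 0.3). It was 0.46 within the batch of replicates 1 and 2. Within same-numbered libraries the TSS to TES ratio was higher with active SCP1 in each pair, by 1.12-fold to 1.69-fold. With 3 pairs the exact sign-flip test gave p = 0.25, the smallest possible.

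**Figure D3:**
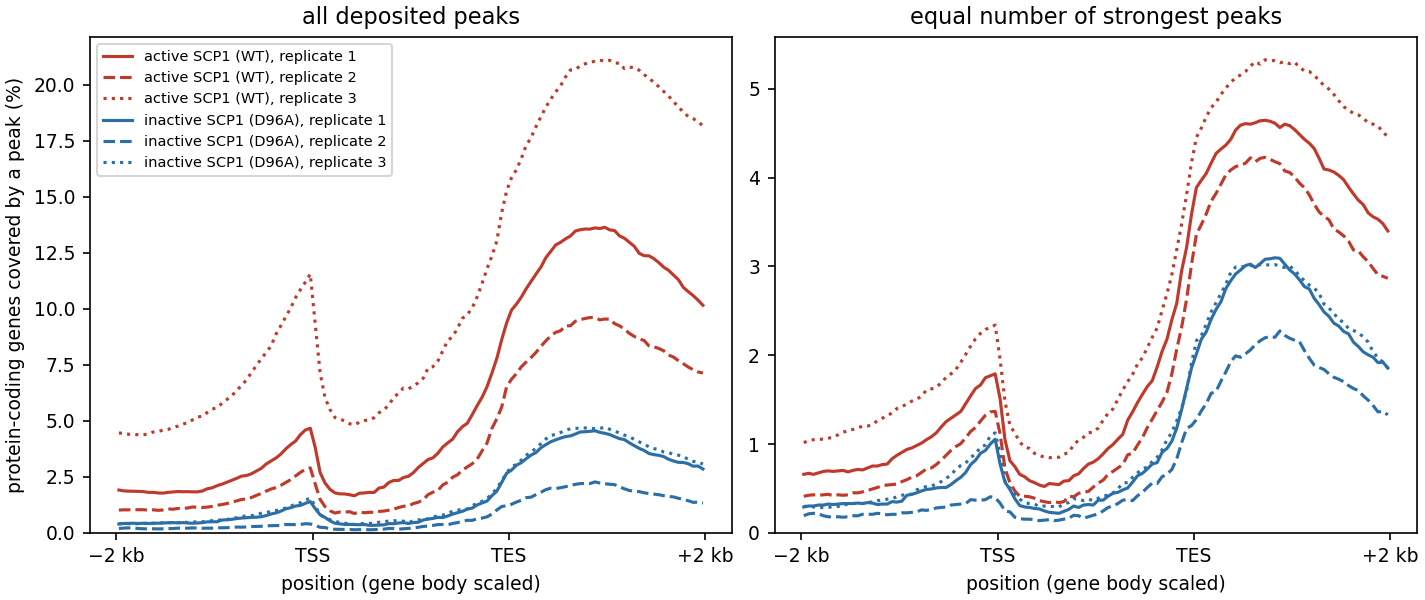
Share of protein-coding genes (%) covered by a peak along the scaled gene with 2 kb on either side, for all deposited peaks (left) and for the 1163 strongest peaks of each list (right), with 1 line per library and separate vertical axes. In each of the 6 libraries the maximum after the TES is higher than the maximum at the TSS, with ratios from 0.179 to 0.548 on the left.

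The number of protein-coding genes with a peak in the promoter window was 1361, 869 and 3704 in the active libraries and 449, 176 and 497 in the inactive libraries. The log2 ratio was 2.27 (exact permutation test, p = 0.1), and 1.95 within the batch of replicates 1 and 2. With equal peak number it was 0.73. Peaks at promoters had a higher fold enrichment than peaks in gene bodies of the same list in 6 of 6 libraries, by a mean log2 ratio of 0.096 ± 0.027 (SD, n = 6; exact sign-flip test, p = 0.03125, the smallest possible). Within the batch of replicates 1 and 2 the mean was 0.10 over 4 libraries. The difference between groups was smaller than the spread (-0.0049, exact permutation test, p = 0.9), and its sign changed in 7 of 12 alternatives. With a −log10 q-value of at least 2 it was 0.038 and at the common p cutoff 0.037, in both cases without overlap between the groups (exact permutation tests, p = 0.1, the smallest possible). Peaks at the TES exceeded those in gene bodies by a mean log2 ratio of 0.072 ± 0.031 (SD, n = 6; exact sign-flip test, p = 0.03125), also in 6 of 6 libraries, and by 0.065 within the batch of replicates 1 and 2. With equal peak number this mean was 0.015 (exact sign-flip test, p = 0.0625). The group means were 0.093 with active SCP1 and 0.050 with inactive SCP1, a difference of 0.042 (exact permutation test, p = 0.1). This difference was 0.031 with a −log10 q-value of at least 2 (exact permutation test, p = 0.1). It was 0.00015 at the common p cutoff and changed sign with equal peak number (-0.0078).

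Merging the peaks of all lists gave 41740 regions, of which 28153 had a peak in active replicate 3 only. A peak was present in all 6 libraries in 820 regions, of which 38.9% lay at a promoter and 53.0% at a TES. All 3 active and no inactive libraries had a peak in 1662 regions, of which 19.6% lay at a promoter, 30.4% at a TES and 42.4% in a gene body. The reverse pattern occurred in 1 region. Median widths were 6299 bp for the regions in all 6 libraries and 2507.5 bp for the active-only regions, against 777 bp for all regions. A wider region meets a promoter or TES window more easily, so the class shares of these sets are not compared at equal width. Without active replicate 2, the shortest active list, the number of active-only regions was 5064. With equal peak number it was 52, of which 53.8% lay at a promoter, against 36 inactive-only regions, of which 16.7% lay at a promoter and 55.6% at a TES. At the common p cutoff it was 154. Consensus regions numbered 8433 with active SCP1 and 1581 with inactive SCP1. The 1555 regions in both sets made up 98.4% of the inactive set and 18.4% of the active set. These shares changed with the lists used. With equal peak number, 675 regions were in both sets, of 988 active and 930 inactive consensus regions. Without active replicate 3, 1498 regions were in both sets, of 4177 active consensus regions. Active consensus regions numbered 4177 without active replicate 3 and 4627 without active replicate 1. Inactive consensus regions numbered 897 without inactive replicate 3 and 901 without inactive replicate 1.

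At the level of single protein-coding genes, 248 of 19269 promoter windows and 821 TES windows had a peak in all active and no inactive libraries, and 162 promoter and 660 TES windows had a peak in all 6. Being absent from a list means only that no peak passed the cutoff of that list. Coordinates are on GRCh38. The active-only promoter ranked highest was that of RPL36 (gene ID 25873, chromosome 19, 5690295 to 5691875, plus strand). Its peaks had fold enrichments of 8.48, 7.79 and 8.92 in active replicates 1, 2 and 3, and lay in a merged region from 5690337 to 5711651 that runs well past the end of the gene. The promoter of INPP5E (gene ID 56623, chromosome 9, 136428619 to 136439845, minus strand) followed with 4.97, 4.92 and 4.61. C1QBP (gene ID 708, chromosome 17, 5432777 to 5439155, minus strand) had 4.51, 5.63 and 4.69, B3GNT4 (gene ID 79369, chromosome 12, 122203709 to 122208952, plus strand) had 4.64, 4.50 and 5.63, and ARL6IP1 (gene ID 23204, chromosome 16, 18791667 to 18801549, minus strand) had 4.48, 4.93 and 4.74. The merged region at B3GNT4, from 122203331 to 122209394, spanned the whole gene. A peak in a promoter window need not arise at that promoter, and nearby gene ends were not checked.

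Among active-only TES windows, the highest fold enrichments were at CEP72 (gene ID 55722, chromosome 5, 612340 to 676616, plus strand), with 6.43, 5.97 and 5.91 in active replicates 1, 2 and 3. PGAM2 (gene ID 5224, chromosome 7, 44062727 to 44065567, minus strand) had 5.10, 5.24 and 6.36, and ZMYND19 (gene ID 116225, chromosome 9, 137582081 to 137590512, minus strand) had 5.42, 4.99 and 5.49. Of promoters with a peak in all 6 libraries, KRABD2 (gene ID 124751, chromosome 17, 8358822 to 8376704, minus strand) had fold enrichments of 10.5, 10.6 and 9.11 in the active and 10.9, 7.20 and 10.2 in the inactive libraries. PSMG1 (gene ID 8624, chromosome 21, 39174769 to 39183514, minus strand) had 13.2, 10.7 and 15.5 in the active and 8.88, 6.92 and 8.19 in the inactive libraries. PRRT2 (gene ID 112476, chromosome 16, 29812193 to 29815881, plus strand) had 6.71, 7.73 and 7.34 in the active and 8.09, 6.19 and 8.81 in the inactive libraries. The merged region at PRRT2, from 29807744 to 29812427, lay mostly before the gene. Whether its signal belongs to this promoter or to a nearby gene was not checked.

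Of the panel of 8 genes, 4 had a peak in or within 1000 bp of the gene in all 3 active libraries, each at the TES and none at the promoter. These were CCND1 (chromosome 11, 69641156 to 69654474), with a peak in 3 inactive libraries, CCND3 (chromosome 6, 41934933 to 42050035), with a peak in 2, BUB3 (chromosome 10, 123154402 to 123170467), with a peak in 1, and HTT (chromosome 4, 3074681 to 3243960), with a peak in 0. NEK7, CDK2, LEO1 and CLASP2 had no listed peak in any library.

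Coding and noncoding genes were also compared. A peak overlapped 34.4% ± 18.1 (SD, n = 3) of protein-coding genes with active SCP1 and 6.79% ± 2.74 (SD, n = 3) with inactive SCP1. For lncRNA genes the shares were 8.74% ± 7.50 (SD, n = 3) and 1.19% ± 0.505 (SD, n = 3), and for snoRNA and miRNA genes 4.95% ± 2.62 (SD, n = 3) and 0.654% ± 0.322 (SD, n = 3), with p = 0.1 in each of the 3 exact permutation tests. The differences within the batch of replicates 1 and 2 were 18.5, 3.45 and 3.01 percentage points. They were 1.93, 0.237 and 1.52 percentage points with equal peak number. Without active replicate 3 the differences were 17.6, 3.28 and 2.85 percentage points. Many snoRNA and miRNA genes lie inside other genes, and a peak over such a gene cannot be assigned to either. The share of peaks in or within 1000 bp of a protein-coding gene was 79.2% ± 5.48 (SD, n = 3) with active SCP1 and 80.2% ± 0.516 (SD, n = 3) with inactive SCP1 (exact permutation test, p = 1).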

Values the study reported

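The study's text describes pThr4 ChIP-seq of HEK293 lysate treated with Ssu72 and symplekin, not with SCP1, so its values are for other libraries than those analysed here. The study reported 71,235 and 77,353 broad peaks in the 2 replicates it examined further, which had the highest peak numbers among its replicates. It gave ratios of read coverage at the TSS to that at the TES of 1.01 to 1.27. More than 75% of its peaks were assigned to protein-coding genes. Consensus peaks of 2 replicates were found at 20% of snoRNA and miRNA sequences and at about 8% of lincRNA sequences.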

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

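All tests in this part were chosen after the result was seen. The list of active replicate 3 held 2 peaks on chromosome Y, at 56857904 to 56859104 and 56872092 to 56873194 (GRCh38), outside the chromosomes compared in the report. The other 5 lists held none there. The fold enrichments were 3.92 and 3.44. A strength too low for the other lists to admit was tested as the cause, by the −log10 p-values (5.5999 and 4.49) against the lowest value of each other list and by the ranks in the list of active replicate 3 (2861 and 8324 of 36988) against the length of each other list. The stronger peak lay above the lowest values of active replicates 1 and 2 (3.50 and 3.79) and within their lengths (12658 and 6700 peaks), so neither measure accounts for its absence from those lists. The weaker peak also lay above both lowest values and within the length of active replicate 1. It ranked beyond the length of active replicate 2, so for that list the measures disagree. For the inactive lists the measures disagree: the stronger peak lay above the lowest values of replicates 1, 2 and 3 (4.23, 4.60 and 4.201), but both ranked beyond their lengths (2477, 1171 and 2709 peaks). Low strength and a true absence from the inactive libraries cannot be told apart, because a p-value depends on depth, which is unknown. Reads shared with near-identical sequence on other chromosomes remain open and were not tested. No biological explanation was tested.

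The same list held 2 peaks on the mitochondrial genome, from 2584 to 3996 and from 9254 to 9532, and the other 5 lists held none. Their fold enrichments were 1.22 and 1.22, their −log10 p-values 3.9554 and 3.85, and their ranks 15855 and 18035. For the inactive lists, both peaks lay below the lowest listed value and beyond the length of each list, as peaks too weak to be listed there would. For active replicates 1 and 2 the measures disagree: both peaks lay above the lowest listed values (3.50 and 3.79) but ranked beyond the lengths of those lists (12658 and 6700 peaks), so low strength and a true absence cannot be told apart there with depth unknown. A high background on the mitochondrial genome remains open and was not tested. No biological explanation was tested.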

How the results depend on the processing

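The common p cutoff, the values within batch, equal peak number for the overlap of libraries and all alternatives of the fold enrichment at the TES were chosen after seeing the data. The other alternatives were fixed before the data were examined. Of 218 values under alternatives, 149 stayed within the spread between replicates, within 1.5 times the count or on the same side of 0.05, 42 moved further with an unchanged direction, 17 kept their direction with a p-value above 0.05 and 10 changed direction. The peak number kept its direction under all its alternatives, with log2 ratios from 1.17 at the common p cutoff to 3.45 without active replicate 2. Depth is unknown for all libraries, which limits every comparison of peak numbers.

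The promoter share changed direction with equal peak number (14.4 percentage points) and at the common p cutoff (4.59 percentage points). It moved to -9.37 with a promoter window of 3000 bp. The fold enrichment at promoters against gene bodies differed between groups by -0.0049 on the log2 scale as reported. This difference changed sign with a −log10 q-value of at least 2 (0.038), with equal peak number (0.015), with a promoter window of 3000 bp (0.00080), at the common p cutoff (0.037), within batch (0.024), without active replicate 3 (0.017) and without inactive replicate 3 (0.0022). At the q-value and common p cutoffs the difference was larger than the spread (0.0051 and 0.010) and the groups did not overlap (exact permutation tests, p = 0.1, the smallest possible), while the negative values lay within their spread. The cause was not tested. The fold enrichment at the TES against gene bodies was 0.015 with equal peak number (exact sign-flip test, p = 0.0625). Its difference between groups was 0.042 as reported and stayed within the spread between replicates in 10 alternatives. With a −log10 q-value of at least 2 it was 0.031 (exact permutation test, p = 0.1, the smallest possible). It was -0.0078 with equal peak number and 0.00015 at the common p cutoff, and the cause was not tested.

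With equal peak number, the TES share differed by -5.10 percentage points, protein-coding genes with a peak by 1.93, lncRNA genes by 0.237 and snoRNA or miRNA genes by 1.52, and the log2 ratio of genes with a promoter peak was 0.73. Consensus regions were 988 for active SCP1, 930 for inactive SCP1 and 675 for both. Regions called in all active and no inactive libraries numbered 52 and the reverse 36, and the mean Jaccard index across groups was 0.289. At the common p cutoff the TES share differed by -7.41 percentage points, protein-coding genes with a peak by 5.29, lncRNA genes by 0.820 and snoRNA or miRNA genes by 2.01. The log2 ratios were 1.17 for peaks and 2.02 for the genome covered. Consensus regions were then 1340, 629 and 574, and active-only regions 154. With a −log10 q-value of at least 2, consensus regions were 3229, 817 and 797, active-only regions 642, inactive-only regions 0, and protein-coding genes with a peak differed by 13.6 percentage points. With a peak required in all 3 libraries, consensus regions were 3910, 840 and 820. The causes of these changes were not tested.

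Across the 6 settings that each left out 1 library, the log2 ratio of peaks ranged from 2.21 to 3.45 and that of the genome covered from 2.39 to 3.58. The promoter share differed by -6.96 to -5.38 percentage points, the TES share by -24.1 to -15.7, protein-coding genes with a peak by 17.6 to 35.3, lncRNA genes by 3.28 to 10.3 and snoRNA or miRNA genes by 2.85 to 5.41. The log2 ratio of genes with a promoter peak ranged from 1.68 to 2.72, the log2 ratio of the TSS to TES ratio from 0.28 to 0.73, and the log2 difference between groups in fold enrichment at promoters against gene bodies from -0.020 to 0.017. Consensus regions ranged from 4177 to 8434 for active SCP1, from 897 to 1587 for inactive SCP1 and from 888 to 1537 for both, active-only regions from 1691 to 5064 (the highest without active replicate 2) and inactive-only regions from 1 to 8. The fold enrichment against gene bodies ranged from 0.090 to 0.10 at promoters and from 0.063 to 0.081 at the TES, each with p = 0.0625, the smallest that 5 libraries allow in the exact sign-flip test.

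With the replicate block, differences were taken within same-numbered libraries, and 3 pairs cannot give a p-value under 0.25. The log2 ratio of peaks was 2.88 (p = 0.25, exact sign-flip test), the promoter share differed by -6.05 percentage points (p = 0.25) and the fold enrichment against gene bodies was 0.096 at promoters and 0.072 at the TES (p = 0.25 for each). None of these could pass 0.05 in the exact sign-flip test with 3 pairs. The fold enrichment within batch was 0.10 at promoters and 0.065 at the TES (each exact sign-flip test, p = 0.125, the smallest for 4 libraries). Deviations of same-numbered libraries, taken across the 820 regions with a peak in all 6 libraries, correlated weakly, at 0.026, 0.058 and 0.083. Each of these lay above the other pairs across groups, which ranged from -0.069 to 0.015. Peak number was highest in replicate 3 and lowest in replicate 2 in both groups. A pairing of same-numbered libraries therefore cannot be dismissed.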

Other observations

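The tests in this part were chosen after the result was seen, except the count of splits and the promoter share with equal peak number, which were planned but whose predictions were also written after the results were seen. Regions called in all active and no inactive libraries, or the reverse, numbered 1663 in the real grouping. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many (the real one), and the next highest gave 139. With 10 splits the share cannot fall under 0.1, so a difference that arose by chance between libraries cannot be excluded at 0.05. The active lists are the 3 longest, which favours the real grouping. With lists of equal length the real grouping gave 88 regions and the next highest split 29.

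The higher number of peaks with active SCP1 was weighed against the q cutoff of each list, which admits weaker peaks in a longer list. At 1 cutoff for all lists (−log10 p-value of at least 6), the log2 ratio was 1.1728, and each active library still held at least 2.03 times the peaks of its same-numbered inactive library. The cutoff of each list therefore does not account for the whole difference, although only 40.7% of the log2 ratio was left. A lower effective depth in the inactive libraries could also give fewer peaks. The background count implied by the deposited fold enrichment and p-value of narrow peaks, on the assumption of a Poisson background with a pseudocount of 1, was compared in 4 forms (peaks under 500 or 600 bp, with or without a −log10 p-value from 5 to 8). The ratio of inactive to active was 1.0178 for peaks under 500 bp without a limit on the p-value, and ranged from 0.969 to 1.02 over the 4 forms (exact permutation tests, p from 0.7 to 1). Depth and treatment cannot be told apart here, because the inactive libraries lay on both sides of the active ones and scaling of a library to its control by the caller would hide its depth in these values. An exposure of pThr4 by removal of pSer5, the contrast that the design makes, remains open and untested as a cause.

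The lower promoter share of peaks with active SCP1 may come from the length of the lists. In 6 of 6 lists the promoter share was lower among the weaker 50% of peaks than among the stronger 50%, by a mean of 12.2545 percentage points (range 5.51 to 16.6; exact sign-flip test, p = 0.03125, the smallest possible). That p-value takes the 6 lists as independent, although aliquots of lysate were matched. In lists of equal length the share was higher with active SCP1 by 14.4 percentage points. Both are consistent with longer lists adding weak peaks outside promoters. The higher promoter share at equal length compares peaks of unequal strength and unequal width. At the common p cutoff, where active peaks were also wider, the difference was 4.59 percentage points and the libraries of the groups overlapped (exact permutation test, p = 0.3). Within same-numbered libraries the share at that cutoff was still higher with active SCP1 in each pair.

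A hypothesis of a shift toward promoters was examined in the 820 regions with a peak in all 6 libraries, so that the same regions were compared in every list. Within each list, the log2 ratio of the median fold enrichment at 319 promoter regions to that at 435 TES regions was 0.15, 0.097 and 0.15 in active replicates 1, 2 and 3 and 0.042, 0.0074 and 0.080 in the inactive ones. The mean difference was 0.090 and the groups did not overlap (exact permutation test, p = 0.1, the smallest possible). A wider range of fold values in the active libraries could give the same pattern. Ranks within a list do not depend on that range: in 62.9% ± 2.20 (SD, n = 3) of pairs of a promoter and a TES region the promoter had the higher fold enrichment with active SCP1, and in 56.3% ± 3.79 (SD, n = 3) with inactive SCP1. The difference was 6.6547 percentage points without overlap between groups (exact permutation test, p = 0.1), although the lowest active value, 60.6%, was close to the highest inactive value, 60.3%. The range of values alone does not account for it. Over all listed peaks the contrast went the other way: the mean log2 ratio of promoter to TES fold enrichment was 0.00064 with active SCP1 and 0.048 with inactive SCP1, a difference of -0.047 (exact permutation test, p = 0.2). Active replicate 3 had the only negative ratio (-0.063), and without it the difference was -0.015 (p = 0.4, exact). The difference was 0.023 with equal peak number (p = 0.3, exact), 0.037 at the common p cutoff (p = 0.1, exact) and 0.0071 with a −log10 q-value of at least 2 (p = 0.5, exact). The size of the opposing difference thus rests largely on 1 library, but its direction held in each same-numbered pair. Over all listed peaks the active and inactive ratios were 0.016 against 0.035, 0.050 against 0.052 and -0.063 against 0.057 in replicates 1, 2 and 3. At the common p cutoff the ratio was higher with active SCP1 in each pair. Of the 4 differences only that at the common p cutoff came without overlap between the groups. Regions were joined from peaks of all lists, and a longer list can place more peaks in a region. Chance among 3 and 3 libraries, this merging, depth, the possible batch and GC content remain open. A gain of pThr4 signal at promoters after removal of pSer5 is therefore only a hypothesis.

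The libraries quoted from the study above were treated with a different phosphatase complex, so the values differ in more than the treatment contrast. The active libraries here held 6680 to 36892 peaks. That is lower than the values quoted from the study above, which are the highest among its replicates. The TSS to TES ratio here was 0.302 to 0.548 in the active libraries, from peak coverage and not from read coverage. That is lower than the values quoted from the study above. The share of snoRNA and miRNA genes that overlapped a consensus region of active SCP1 here was 5.86%. That is lower than the value quoted from the study above. The share of lncRNA genes that overlapped such a region here was 4.99%. That is lower than the value quoted from the study above for a related class. The mean over single active libraries, 8.74%, is close to that value but rests on replicate 3. The shares were 5.72%, 3.22% and 17.3% in active replicates 1, 2 and 3. The mean share of peaks at protein-coding genes here was 79.2% with active SCP1, with 82.3%, 82.4% and 72.9% in replicates 1, 2 and 3. The mean and replicates 1 and 2 lie on the same side of the limit quoted from the study above. Active replicate 3, the longest list, lies on the other side.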
